# Mocetinostat activates Krüppel-like factor 4 and protects against tissue destruction and inflammation in osteoarthritis

**DOI:** 10.1172/jci.insight.170513

**Published:** 2023-09-08

**Authors:** Manabu Kawata, Daniel B. McClatchy, Jolene K. Diedrich, Merissa Olmer, Kristen A. Johnson, John R. Yates, Martin K. Lotz

**Keywords:** Bone Biology, Osteoarthritis

## Abstract

Osteoarthritis (OA) is the most common joint disorder, and disease-modifying OA drugs (DMOADs) represent a major need in OA management. Krüppel-like factor 4 (KLF4) is a central transcription factor upregulating regenerative and protective functions in joint tissues. This study was aimed to identify small molecules activating KLF4 expression and to determine functions and mechanisms of the hit compounds. High-throughput screening (HTS) with 11,948 clinical-stage compounds was performed using a reporter cell line detecting endogenous KLF4 activation. Eighteen compounds were identified through the HTS and confirmed in a secondary screen. After testing in SW1353 chondrosarcoma cells and human chondrocytes, mocetinostat — a class I selective histone deacetylase (HDAC) inhibitor — had the best profile of biological activities. Mocetinostat upregulated cartilage signature genes in human chondrocytes, meniscal cells, and BM-derived mesenchymal stem cells, and it downregulated hypertrophic, inflammatory, and catabolic genes in those cells and synoviocytes. I.p. administration of mocetinostat into mice reduced severity of OA-associated changes and improved pain behaviors. Global gene expression and proteomics analyses revealed that regenerative and protective effects of mocetinostat were dependent on peroxisome proliferator-activated receptor γ coactivator 1-α. These findings show therapeutic and protective activities of mocetinostat against OA, qualifying it as a candidate to be used as a DMOAD.

## Introduction

Osteoarthritis (OA) is the most prevalent joint disease, and the burden of OA is becoming a major global socioeconomic problem due to population aging (1). Despite substantial efforts, there have been no approved disease-modifying OA drugs (DMOADs) (2).

The Krüppel-like factor (KLF) family of transcription factors is composed of 17 members in mammals and is involved in various biological and pathological mechanisms (3). We previously found that expression of KLF4 is suppressed with OA progression and aging in human and mouse knee cartilage and that it has a spectrum of biological activities as a promising therapeutic target of OA (4, 5). KLF4 enhances expression of SRY-box transcription factor-9 (SOX9) and major cartilage extracellular matrix (ECM) genes including type 2 and type 11 collagen (COL2A1 and COL11A2, respectively), aggrecan (ACAN), cartilage oligomeric matrix protein (COMP), and proteoglycan-4 (PRG4), in human chondrocytes, meniscal cells, and BM-derived mesenchymal stem cells (BMSCs) (5). Meanwhile, KLF4 suppresses mediators of inflammation and ECM-degrading enzymes, such as a disintegrin and metalloproteinase with thrombospondin motifs-5 (ADAMTS5), matrix metalloproteinase-3 (MMP3), MMP13, IL-6, and prostaglandin-endoperoxide synthase-2 (PTGS2), in human chondrocytes, meniscal cells, and synoviocytes (5). Furthermore, viral KLF4 delivery into mouse knees has therapeutic and protective effects against OA-associated tissue damage and pain (5). Considering all the features of KLF4, we hypothesized that molecules increasing KLF4 expression would be novel therapeutic candidates for OA, consistent with the general concept of therapeutic targeting transcription factors in OA (6).

HiBiT is a 1.3 kDa peptide (11 amino acids) capable of producing bright and quantitative luminescence, and when integrated into the genome, it serves as an efficient reporter tag for endogenous proteins in high-throughput screening (HTS) of drugs (7).

Here, we applied HiBiT to HTS of small molecules activating endogenous KLF4 expression to discover potentially novel candidates of DMOADs, and we identified mocetinostat, a class I selective histone deacetylase (HDAC) inhibitor. Furthermore, we analyzed functions of mocetinostat in human joint tissue cells and in a mouse OA model, and we determined mechanisms by which mocetinostat protects against OA-associated damage.

## Results

### HTS of small molecules activating endogenous KLF4 expression.

We established a KLF4 reporter cell line from SW1353 human chondrosarcoma cells, which enabled detection of endogenous KLF4 activation by HiBiT luminescence (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.170513DS1; also see Methods for details). Then, we performed HTS using the Repurposing, Focused Rescue, and Accelerated Medchem (ReFRAME) library, which is composed of 11,948 small molecules that have reached clinical development or undergone significant preclinical profiling (8, 9). Fifty-one hit compounds with EC_50_ < 1 μM were identified in the HTS, and 18 compounds were confirmed in a secondary screen (Figure 1A and Supplemental Tables 1 and 2).

### Validation experiments for the identified compounds.

We treated SW1353 cells with different doses of the 18 confirmed hit compounds to determine tolerated doses, as measured by cell viability (Supplemental Table 3). Twelve compounds were confirmed to significantly upregulate *KLF4* expression with the tolerated doses, as compared with dimethyl sulfoxide (DMSO) treatment (Supplemental Figure 2). We further measured expression levels of representative chondrogenic genes in the cells treated with either of the 12 compounds upregulating *KLF4* at the tolerated doses and found that 3 class I HDAC inhibitors (entinostat, chidamide, and mocetinostat) significantly increased expression of all the cartilage signature genes, *COL2A1*, *COL11A2*, *SOX9*, and *ACAN* (Figure 1B and Supplemental Table 4).

When human OA chondrocytes were treated with the 3 class I HDAC inhibitors, only mocetinostat significantly upregulated *KLF4*, and it also increased expression levels of *COL2A1*, *COL11A2*, and *SOX9* (Figure 2A). While mocetinostat upregulated *KLF2*, another KLF family member with functions similar to KLF4 (5), it also increased expression of forkhead box O1 (*FOXO1*) and downregulated *ADAMTS5* and *IL6* (Figure 2B); these effects are similar to those of KLF4 (5). Furthermore, mocetinostat suppressed mRNA levels of the chondrocyte hypertrophy markers, *COL10A1* and runt-related transcription factor 2 (*RUNX2*), and the fibroblast marker *COL1A1* (Figure 2B). Based on these biological activities of mocetinostat, we focused subsequent studies on this compound.

### Functions of mocetinostat in human BMSCs and joint tissue cells.

To further investigate functions of mocetinostat in regulation of joint tissue homeostasis, we tested it in several different cell types. During monolayer culture of human BMSCs, mocetinostat increased *KLF4*, *KLF2*, *COL2A1*, *COL11A2*, *PRG4*, and *SOX9* (Supplemental Figure 3). In pellet-cultured BMSCs, mocetinostat enhanced expression levels of *KLF4* and *KLF2*, and upregulated *COL2A1*, *COL11A2*, and *PRG4* comparable with TGF-β3, a known inducer of chondrogenesis in BMSC (Figure 3). Notably, mocetinostat treatment downregulated *COL10A1*, *RUNX2*, and *COL1A1* (Figure 3B). Human meniscal cells treated with mocetinostat showed higher mRNA levels of *KLF4*, *KLF2*, *COL2A1*, *COL11A2*, and *SOX9* (Supplemental Figure 4). It also upregulated scleraxis (*SCX*) and tenascin-B (*TNXB*), which are reported to be highly expressed in meniscus and are upregulated by KLF4 (5, 10).

We examined regulation of genes related to inflammation and ECM degradation by mocetinostat. In human IL-1β–stimulated OA chondrocytes, mocetinostat significantly downregulated *IL6*, *MMP3*, *PTGS2*, *MMP13*, and *ADAMTS5* (Figure 4A). Similarly, mocetinostat suppressed *IL6*, *MMP3*, and *ADAMTS5* in human synoviocytes treated with IL-1β (Figure 4B). Collectively, mocetinostat enhanced chondrogenic and anabolic effects and also had antihypertrophic, antiinflammatory, and anticatabolic properties in joint tissue cells and BMSCs, suggesting its potential as a DMOAD.

### Therapeutic effects of mocetinostat in a mouse OA model.

To confirm therapeutic effects against OA in vivo, mice underwent OA induction by surgical destabilization of the medial meniscus (DMM) (11) and received i.p. injections of either 2 mg/kg or 10 mg/kg of mocetinostat 3 times per week starting 1 week after surgery, and their knee joints were harvested 10 weeks after surgery (Figure 5A). We performed von Frey test (12, 13) preoperatively and at 5 and 10 weeks after surgery to evaluate mechanical allodynia. Treatment with mocetinostat at both doses significantly decreased numbers of paw withdrawals at 5 and 10 weeks after DMM surgery, as compared with vehicle-injected mice (Figure 5B and Supplemental Figure 5). The severity of OA was significantly alleviated in the 2 mg/kg group and tended to be decreased in the 10 mg/kg group, as shown by the Osteoarthritis Research Society International (OARSI) scores (14) (Figure 5, C and D). Moreover, both 2 mg/kg and 10 mg/kg doses of mocetinostat significantly improved meniscus histopathological scores (15), synovitis scores (16), and bone scores (5, 17) (Figure 5E and Supplemental Figures 6 and 7). Bone scores (score, 0–8) were used to assess subchondral bone changes and ectopic ossification. There were no apparent systemic adverse reactions to mocetinostat injections, and no mice showed signs of distress requiring euthanasia. To determine whether these protective effects of mocetinostat were associated with increased KLF4 expression, we performed IHC for KLF4. Rates of KLF4^+^ cells were increased in cartilage from mice that received mocetinostat injections (Supplemental Figure 8). Meanwhile, expression of catabolic and inflammatory proteins, including ADAMTS5, IL-6, and MMP13, was significantly decreased in articular cartilage by mocetinostat treatment (Supplemental Figures 9–11). Furthermore, mocetinostat enhanced expression of FOXO1 (Supplemental Figure 12), which has protective functions in OA pathogenesis (17). These results demonstrated that mocetinostat increased KLF4 in vivo and reduced OA-associated joint damage and mechanical allodynia.

### Global analysis of genes regulated by mocetinostat.

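TC28a2 is an immortalized human chondrocyte line, and mocetinostat inhibits histone deacetylases (HDACs). Cells were treated with 2 μM mocetinostat or with the solvent DMSO for 24 hours, with 3 samples per condition that the paper describes as independent experiments. Libraries were made from total RNA, depleted of ribosomal RNA after PCR, and sequenced as single reads. According to the paper's methods, the authors trimmed adapters, removed reads that mapped to ribosomal RNA, aligned the remaining reads to GRCh38 with STAR, and assigned them to genes with featureCounts. The deposited values were whole raw counts for 60623 genes, without normalization. The total count per sample was 11031132, 4873426, and 6926619 in DMSO replicates 1, 2, and 3, and 5089542, 1619344, and 2417199 in mocetinostat replicates 1, 2, and 3. The mean was 5326210 counts per sample. The median total was 6926619 with DMSO and 2417199 with mocetinostat, so that genes with few reads were measured less precisely after mocetinostat treatment. The 10 most abundant genes held from 5.98% to 6.24% of the counts in DMSO-treated samples and from 8.89% to 8.91% in mocetinostat-treated samples. Counts were normalized by edgeR's TMM method, and 13966 genes passed its expression filter (filterByExpr) and were tested. The biological coefficient of variation between replicates was 9.30%. The paper's text does not state whether the counting used strand, so genes with exons on the opposite strand are uncertain to that extent.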

To study genes regulated by mocetinostat comprehensively and to elucidate its regulatory mechanisms, we performed global expression profiling by high-throughput RNA-Seq analysis of mocetinostat- and DMSO-treated TC28a2 human chondrocyte cells. Lists of all significantly upregulated genes (URGs; 3,375 genes) and downregulated genes (DRGs; 1,171 genes) are shown in Supplemental Tables 5 and 6, where genes with a FDR < 0.05 and a |log_2_(fold change [FC])| > 1 were considered to be significantly differentially expressed. 

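With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, an adjusted p under 0.05 and an absolute log2 fold change over 1 were reached by 2827 URGs and 1142 DRGs, so that 71.2% of the calls were upregulated. Without a minimum fold change, 8985 genes had an adjusted p under 0.05. DESeq2, the package named in the paper's methods, called 3438 URGs and 1181 DRGs among 20086 genes, and 2582 of these URGs and 1055 of these DRGs were also called by edgeR. Among the alternatives, the number of URGs ranged from 1620, when at least 10 counts were required in every sample, to 4425, when each library was scaled to its GAPDH count. The number of DRGs ranged from 284 under GAPDH scaling, where 94.0% of the calls were upregulated, to 2120 without an expression filter. With each sample left out in turn, between 2842 and 3216 URGs and between 1173 and 1267 DRGs were called. In 295 of the URGs, every DMSO-treated sample held 3 counts or fewer, so that their fold changes are known only as lower limits; the same was true of 9 DRGs in the mocetinostat-treated samples. In 716 of the URGs, every DMSO-treated sample held fewer than 10 counts. Among the 9519 genes with at least 50 counts in every DMSO-treated sample, 687 were URGs and 955 were DRGs. The normalized values of the conditions did not overlap in 2769 of the URGs and 1123 of the DRGs. Over all genes tested they did not overlap in 9286, where chance gives 10%. For a single gene, 3 samples against 3 cannot give an exact two-sided permutation p under 0.1.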

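The cartilage ECM genes *COL2A1*, *COL11A2*, *ACAN*, *COMP*, and *PRG4* were followed from the raw counts. *COL2A1*, the type 2 collagen gene (ENSG00000139219, chromosome 12 of GRCh38 from 47972967 to 48004554), rose from 2.20 ± 0.683 CPM (TMM-normalized; SD, n = 3) with DMSO to 28.7 ± 7.54 CPM (SD, n = 3) with mocetinostat. Its log2 fold change was 3.70 (standard error 0.27, adjusted p = 2.22e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ACAN*, which encodes aggrecan (ENSG00000157766, chromosome 15 from 88803436 to 88875353), rose from 4.72 ± 0.690 to 33.3 ± 8.21 CPM (SD, n = 3), a log2 fold change of 2.75 (standard error 0.23, adjusted p = 2.06e-17 from the same edgeR test). *COL11A2* (ENSG00000204248, chromosome 6 from 33162681 to 33192499) rose from 3.85 ± 0.806 to 10.6 ± 1.87 CPM (SD, n = 3), a log2 fold change of 1.54 (standard error 0.33, adjusted p = 3.15e-05 from the same edgeR test). When edgeR's glmTreat tested *COL11A2* against a log2 fold change of 1 instead of against no change, its adjusted p was 0.074 and it was no longer called; across all alternatives its adjusted p lay between 4.68e-07 and 0.074. *COMP* (ENSG00000105664, chromosome 19 from 18782773 to 18791305) rose from 0.483 ± 0.617 to 6.53 ± 0.794 CPM (SD, n = 3), a log2 fold change of 3.64 (standard error 0.58, adjusted p = 5.77e-08 from the same edgeR test). *COMP* held 3, 0, and 8 counts in DMSO replicates 1, 2, and 3, and without DMSO replicate 3 its log2 fold change was 4.91. Over the alternatives its log2 fold change lay between 3.18 and 6.63, the latter with all libraries thinned to the smallest total. *PRG4* (ENSG00000116690, chromosome 1 from 186296279 to 186314567) held 5, 3, and 1 counts with DMSO and 15, 2, and 9 counts with mocetinostat, was removed by the expression filter, and was not tested. Without the filter its log2 fold change was 2.48 (adjusted p = 0.00998 from the edgeR test), and with DESeq2 it was 2.73 (adjusted p = 0.0173 with Benjamini-Hochberg adjustment); over the alternatives in which it was tested, the adjusted p ranged from 0.00037 to 0.0173. Exons of *TPR* on the opposite strand cover 13.3% of the exons of *PRG4*. The 4 genes tested were called upregulated both over all genes and when adjusted over the list alone, which is not independent evidence, because the paper names these genes as upregulated in these samples, although its Introduction also names them from earlier work. With at least 10 counts required in every sample, *COL2A1* and *COMP* were not tested either, and 2 genes were called.

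**Figure D1:**
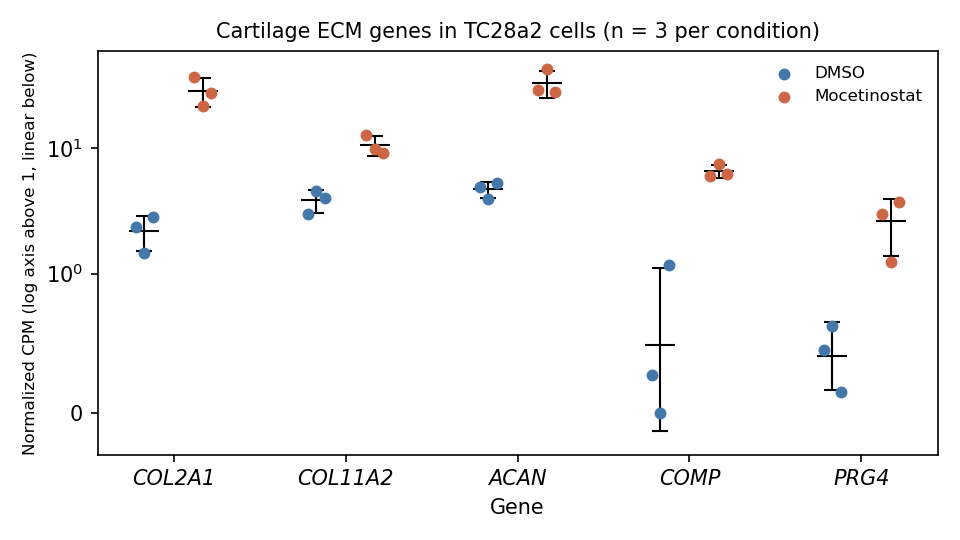
Normalized CPM (vertical axis, logarithmic above 1 and linear below) of *COL2A1*, *COL11A2*, *ACAN*, *COMP*, and *PRG4* in TC28a2 cells. Points are the 3 samples per condition, and bars show the mean and SD; the mocetinostat-treated samples lie above the DMSO-treated samples for each gene, and *PRG4* was not tested.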

Mocetinostat significantly upregulated cartilage ECM genes such as *COL2A1*, *COL11A2*, *ACAN*, *COMP*, and *PRG4* (Figure 6A and Supplemental Table 5).

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses (18) were performed using the URGs and DRGs. Significantly enriched pathways are shown in Figure 6B and Supplemental Tables 7 and 8. 

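The KEGG gene sets were not used here, so the enrichment itself was not recomputed; instead, the genes that the study lists under each term were looked up in the counts. Supplemental Table 7 lists 60 terms for the URGs, and the copy used here shortens the gene lists of 10 of them. The lists as shown hold 755 genes, of which 605 were tested and 605 were called upregulated, with a median log2 fold change of 2.66 (from 1.05 to 9.64). Supplemental Table 8 lists 6 terms for the DRGs, with 111 genes. Of the 109 genes tested, all were lower after mocetinostat treatment and 99 were called downregulated, with a median log2 fold change of -1.16. Both tables hold only genes that the study had called on these samples, so that the counts describe the lists and do not test them.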

In the URGs, “ECM-receptor interaction,” where cartilage ECM genes such as *COL2A1* and *COMP* are annotated, was significantly enriched (Supplemental Table 7). 

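Supplemental Table 7 lists 25 genes under this term. The expression filter kept 23 of them and removed *IBSP* and *CD36*. The 23 genes were all called upregulated over all genes tested, and also when adjusted over the list alone; because the study chose the list on these samples, this is not independent evidence. Their median log2 fold change was 2.62, which stayed at 2.62 with the 5 genes that held 3 counts or fewer in every DMSO-treated sample set to their lower limits. Among those 5, *COL4A4* held 0, 1, and 0 counts with DMSO and 102, 39, and 55 with mocetinostat, which makes its mocetinostat mean at least 35.8-fold higher. The mocetinostat mean of *ITGA9* was at least 10.2-fold higher, but its mocetinostat-treated samples spread from 2.78 to 10.5 CPM. Exons of another gene on the opposite strand cover 9.23% of the *ITGA9* exons. The gene with the most counts in the list, *SDC4*, held 3256, 1287, and 1856 counts with DMSO and had a log2 fold change of 1.31; it was singled out after the values were seen. With at least 10 counts required in every sample, 11 of the genes were tested and called upregulated.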

While terms common with our previous data set using KLF4-overexpressing cells (5) — such as “Rap1 signaling pathway,” “Calcium signaling pathway,” “cAMP signaling pathway,” and “MAPK signaling pathway” — were also enriched (Figure 6B and Supplemental Table 7), enrichment of several unique pathways, including PPAR signaling pathway, was seen (Supplemental Table 7).

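Supplemental Table 7 lists 26 genes under the PPAR signaling pathway. The filter kept 23 of them, and *UCP1*, *CD36*, and *SLC27A6* were removed. All 23 were called upregulated, both over all genes tested and when adjusted over the list alone, which again is not independent evidence because the study chose the list on these samples. The median log2 fold change was 2.30, and 2.23 with the 4 genes at 3 counts or fewer in every DMSO-treated sample set to their lower limits. *FABP4*, one of those 4, held 2, 0, and 0 counts in DMSO replicates 1, 2, and 3, and its mocetinostat mean was at least 31.7-fold higher. For the Rap1, Calcium, cAMP, and MAPK signaling pathways, the copy of the table shows only the first part of each list. Of the genes shown, 46 were tested for Rap1, 41 for Calcium, 42 for cAMP, and 46 for MAPK signaling, and these were called upregulated without exception. Their median log2 fold changes were 2.40, 3.41, 2.42, and 2.57, respectively, and setting the genes without measurable DMSO expression to their lower limits changed only that of Calcium signaling, to 3.28. The lists share members, and the 4 together hold 158 genes. Between 11 and 15 of the tested genes in each of these 4 lists held fewer than 10 counts in every DMSO-treated sample.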

### Global proteomics analysis in mocetinostat-treated cells.

After confirming that mocetinostat increased KLF4 protein level (Supplemental Figure 13), we analyzed mocetinostat- and DMSO-treated TC28a2 cells using tandem mass tag–mass spectrometry (TMT-MS), and 5,036 proteins were quantified. Lists of all significantly upregulated proteins (URPs; 853 proteins) and downregulated proteins (DRPs; 1,035 proteins) are shown in Supplemental Tables 9 and 10, where proteins with an FDR < 0.05 were considered to be significantly differentially expressed. Significantly enriched pathways in KEGG pathway analysis using the URPs and DRPs are shown in Figure 6C and Supplemental Tables 11 and 12.

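The proteins in Supplemental Tables 9 and 10 are the study's own mass spectrometry results, and their genes were looked up in the RNA-Seq counts. Of the 1888 significantly changed proteins, 1861 had a gene that was tested. RNA and protein changed in the same direction for 1701 of these genes, or 91.4% (95% exact Clopper-Pearson confidence interval, 90.0% to 92.6%); the interval treats genes as independent, which they are not. RNA was higher for 711 of 835 URPs and lower for 990 of 1026 DRPs. The threshold for URGs was passed by 224 of the URPs, and that for DRGs by 279 of the DRPs. When each library was scaled to its GAPDH count, the share with the same direction was 81.5%, with RNA higher for 811 URPs and lower for 705 DRPs. The threshold counts depended on the processing, with 471 URPs and 51 DRPs under GAPDH scaling and 159 URPs and 488 DRPs without an expression filter. Supplemental Tables 7 and 11 share 9 terms. In Supplemental Table 11, these terms list 83 URPs, of which 82 were tested in the RNA-Seq data, 74 had higher RNA, and 30 were called URGs, with a median log2 fold change of 0.72. The protein list of the ECM-receptor interaction term holds 15 genes, with 13 higher and 6 called upregulated. Of the 12 tested genes in the protein list of the PPAR signaling term, 12 were higher and 7 were called upregulated, with a median log2 fold change of 1.05.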

When we intersected significantly enriched pathways between the URGs of the RNA-Seq data and the URPs of the TMT-MS data, there were 9 common pathways (Figure 6D and Supplemental Figure 14). Among them, while 6 terms were also significantly enriched in our existing high-throughput RNA-Seq data set using KLF4-transduced cells (5), “PPAR signaling pathway,” “Arginine and proline metabolism,” and “Toxoplasmosis” were not enriched, suggesting that these terms might be related to regulatory mechanisms of mocetinostat that are independent of upregulation of KLF4 (Supplemental Table 13).

### PGC-1α–dependent regulation of anabolic and catabolic genes by mocetinostat.

Among the 3 enriched terms specific to mocetinostat-treated cells, we focused on peroxisome proliferator-activated receptor (PPAR) pathway which mediates protective functions in cartilage and OA (Supplemental Table 13) (19). 

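*PPARGC1A* (ENSG00000109819, chromosome 4 from 23755041 to 23904089) held 10, 4, and 1 counts in DMSO replicates 1, 2, and 3 and 103, 42, and 53 counts in mocetinostat replicates 1, 2, and 3. Its expression rose from 0.628 ± 0.418 to 22.8 ± 2.90 CPM (SD, n = 3), a log2 fold change of 5.05 (standard error 0.38, adjusted p = 5.68e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each sample left out in turn, the log2 fold change stayed between 4.60 and 5.57. Among the other PPARs and PPARG coactivators, *PPARA* had a log2 fold change of 0.61 (standard error 0.19, adjusted p = 0.00389 from the same edgeR test), *PPARGC1B* one of 0.38 (standard error 0.15, adjusted p = 0.0209), and *PPARD* one of 0.26 (standard error 0.12, adjusted p = 0.0572). *PPARG* went from 42.4 ± 1.48 to 31.4 ± 3.14 CPM (SD, n = 3), a log2 fold change of -0.43 (standard error 0.15, adjusted p = 0.00826 from the edgeR test), which became 0.10 when each library was scaled to its GAPDH count. *PPRC1* went from 167.8 ± 18.1 to 72.6 ± 6.88 CPM (SD, n = 3) and was called downregulated, with a log2 fold change of -1.19 (standard error 0.11, adjusted p = 3.42e-16 from the edgeR test); it lost this call under GAPDH scaling and under glmTreat. Of the 6 genes, 1 was called upregulated and 1 downregulated, over all genes tested and also when adjusted over the list alone, which is not independent evidence because the study chose the pathway on these samples. The 6 genes were taken by their gene names, because the study's own list in Supplemental Table 14 was not used here. Under GAPDH scaling, *PPARA* was called as well, and with at least 10 counts in every sample *PPARGC1A* was not tested, none was called upregulated, and *PPRC1* kept its call. The paper proposes that the common terms not enriched in KLF4-transduced cells, among them the PPAR term, might be related to mechanisms independent of KLF4. Of these terms it focused on the PPAR pathway, to which it ascribes protective functions in cartilage and OA.

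**Figure D2:**
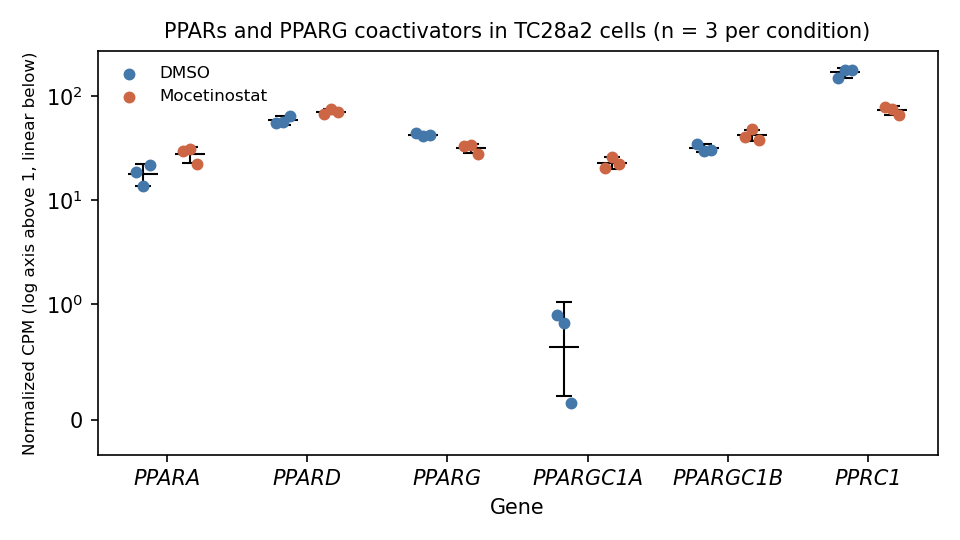
Normalized CPM (vertical axis, logarithmic above 1 and linear below) of the PPARs and PPARG coactivators in TC28a2 cells. Points are the 3 samples per condition, and bars show the mean and SD; *PPARGC1A* lies below 1 CPM in each DMSO-treated sample and above 20 CPM in each mocetinostat-treated sample, and the lower *PPARG* after mocetinostat depends on the scaling (log2 fold change 0.10 under GAPDH scaling).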

Analyzing expression changes of PPARs and PPARG coactivators by mocetinostat treatment in the high-throughput RNA-Seq dataset, only *PPARGC1A* was significantly upregulated (Supplemental Table 14). The *PPARGC1A* gene encodes PPAR γ coactivator 1-α (PGC-1α), which interacts with PPARG and is also a master regulator of mitochondrial biogenesis (20–22). Quantitative PCR (qPCR) also showed an approximately 30-fold increase of *PPARGC1A* expression by mocetinostat treatment in TC28a2 cells (Supplemental Figure 15). Furthermore, rates of PGC-1α^+^ cells were significantly increased in cartilage from mice that received mocetinostat injections (Supplemental Figure 16).

We examined whether regulation of anabolic and catabolic genes by mocetinostat in human chondrocytes would be dependent on *KLF4* and *PPARGC1A*, using small interfering RNAs (siRNAs). While a knock-down efficiency of siKLF4 was about 92%, that of siPPARGC1A was about 67% (Supplemental Figure 17). Expression of cartilage signature genes, including *COL2A1*, *COL11A2*, and *SOX9*, was not affected by siRNA treatment against *KLF4* (Supplemental Figure 17). By siPPARGC1A treatment, upregulation of *SOX9* was significantly diminished, but expression levels of *COL2A1* and *COL11A2* did not change (Supplemental Figure 17). Meanwhile, siRNA-mediated knockdown of *PPARGC1A* significantly diminished suppression of catabolic and inflammatory genes, such as *PTGS2*, *MMP13*, and *ATAMTS5*, in IL-1β–stimulated chondrocytes (Supplemental Figure 18). Knockdown of *KLF4* did not have significant effects on expression of these genes (Supplemental Figure 18). We considered a possibility that expression of anabolic genes was not affected by siRNA-mediated knockdown of *PPARGC1A* because its knockdown efficiency was not sufficient. Therefore, we tested SR-18292, a PGC-1α inhibitor, in mocetinostat-treated chondrocytes. Treatment with SR-18292 diminished or eliminated upregulation of *COL2A1*, *COL11A2*, and *SOX9* by mocetinostat (Figure 7). Collectively, these findings demonstrate that mocetinostat upregulated anabolic genes and downregulated catabolic and inflammatory genes in chondrocytes, dependently on PGC-1α.

## Discussion

In this study, HTS for small molecules activating endogenous KLF4 expression identified mocetinostat, a class I selective HDAC inhibitor, as a potential DMOAD. In human joint tissue cells and BMSCs, mocetinostat showed chondrogenic and anabolic effects, and it suppressed hypertrophic, inflammatory, and catabolic genes, suggesting its promising profiles as a DMOAD. Furthermore, i.p. injections of mocetinostat in the mouse DMM model of experimental OA ameliorated pain behaviors and alleviated the severity of OA histopathological changes in cartilage, meniscus, synovium, and subchondral bone. Mechanistically, we showed that regulation of anabolic and catabolic genes by mocetinostat was dependent on PGC-1α.

HDAC enzymes modulate chromatin remodeling and gene expression profiles by removing acetyl groups from histones and other protein regulatory factors (23). HDACs are divided into 4 groups: class I (HDAC1, HDAC2, HDAC3, and HDAC8), class II (HDAC4, HDAC5, HDAC6, HDAC7, HDAC9, and HDAC10), class III (Sirtuins 1–7), and Class IV (HDAC11) (23, 24). Mocetinostat specifically binds to HDAC1, HDAC2, and HDAC3 and is classified as a class I selective HDAC inhibitor (25). Entinostat and chidamide, the other HDAC inhibitors that were hits in HTS and confirmed in a secondary screen, also belong to class I selective HDAC inhibitors (26, 27). These results obtained in our drug screening indicate that inhibition of class I HDACs upregulates expression of KLF4 (28–30). In a prior HTS, we searched for compounds activating expression of FOXO1 (31). FOXO1 is a transcription factor that regulates cellular aging and has protective functions in OA pathogenesis (17). Several HDAC inhibitors were identified as hit compounds in the HTS, and panobinostat, a pan-HDAC inhibitor, had the most desirable spectrum of activities in vitro and in vivo (31). Because *FOXO1* expression is regulated by KLF4 (5) and because the present study shows that mocetinostat upregulates *FOXO1* as well as *KLF4*, these 2 studies establish HDAC inhibitors as a group of potential DMOADs that target the 2 important transcription factors in joint tissues.

Expression of HDAC1 and HDAC2, members of class I HDACs, is increased in chondrocytes from patients with OA (32, 33), and diverse pathways and genes are associated with class I HDACs in regulation of OA pathogenesis in cartilage and chondrocytes. Snail family transcriptional repressor 1 interacts with HDAC1 and HDAC2 in repressing COL2A1 expression (32). HDAC1 increases activity of leukemia/lymphoma-related factors and suppresses *COMP* transcription in C3H10T1/2 cells (34). Knockdown of Protein kinase ϵ increases MMP13 secretion and RUNX2 expression, while upregulating gene expression of *HDAC2* (35). Furthermore, inhibition of HDAC3 suppresses nuclear transportation of NF-κB (36). The present study indicates that upregulation of cartilage signature genes and downregulation of catabolic and inflammatory genes by class I HDAC inhibition are associated with PGC-1α. Our findings that mocetinostat upregulates PGC-1α are consistent with a study reporting that inhibition of HDAC1 and HDAC2 increases expression of PGC-1α (21). PGC-1α is a master regulator of mitochondrial biogenesis and a transcription coactivator involved in a broad range of biological activities including skeletal homeostasis (20, 22, 37). PGC-1α limits oxidative stress and inhibits NF-κB signaling in OA pathogenesis (38, 39). PGC-1α is downregulated in OA-affected cartilage, and dysfunction of mitochondrial biogenesis promotes catabolic responses and reduces expression of cartilage ECM genes (38, 40, 41).

KLF4 directly regulates a variety of cartilage signature genes; furthermore, its effects on cartilage ECM genes are dependent on the PKA-RAP1-MEK-CREB axis (5). Meanwhile, KLF4 downregulates mediators of inflammation and ECM-degrading enzymes in human joint tissue cells via suppression of NF-κB activity (5, 42, 43). In the experiments shown in the present study, mocetinostat replicates these regenerative and protective effects of KLF4 in human joint tissue cells and BMSCs. Moreover, mocetinostat has antihypertrophic properties, suggesting an optimal profile as a DMOAD. Since our RNA-Seq analysis shows that interaction of mocetinostat with the PGC-1α pathway is independent from regulation of KLF4, mocetinostat would have the additional activities that are beneficial in OA pathogenesis. Expression of both KLF4 and PGC-1α can be regulated by mocetinostat through modulation of acetylation levels in their promoter regions, since inhibition or knockdown of HDACs increases histone acetylation in the promoter regions of *KLF4* and *PGC1A* genes (21, 28, 29).

Mocetinostat is undergoing clinical trials for various forms of cancers (44–47). I.p. injection of 20 mg/kg/day of mocetinostat in a congestive heart failure model of rats improved cardiac function without apparent systemic toxicity (48). Therefore, the doses of mocetinostat used in the present study — 2 and 10 mg/kg/day — will not be excessive for systemic administration in rodents. While there has been no study examining therapeutic effects of systemic administration of class I selective HDAC inhibitors in a mouse OA model, pan-HDAC inhibitors trichostatin A and panobinostat ameliorate the severity of OA in a surgically induced OA model of mice (31, 49). Pan-HDAC inhibitors have been applied in the treatment of a variety of diseases, especially cancer. However, large efforts have been made in clinical trials of more selective inhibitors of HDACs to reduce toxicity associated with broad inhibition of HDACs (50–52). The present study shows the potential of the class I selective HDAC inhibitor mocetinostat as a DMOAD, which may provide a therapeutic option with milder side-effects than nonselective inhibition of HDACs. However, it must be examined which types of HDAC inhibitors will be more therapeutically efficacious for OA. There are concerns of adverse effects for systemic and long-term administration of HDAC inhibitors to treat OA, including myelosuppression, diarrhea, cardiac effects, and osteoporosis (24, 53, 54). Development of sustained release formulations of mocetinostat for intraarticular administration would provide a feasible alternative for clinical application. A limitation in the present study is that all mouse experiments were done with only male animals and that sex differences were not addressed.

In conclusion, this study does show that the class I HDAC inhibitor mocetinostat has therapeutic and protective activities in cell and animal models of OA, qualifying it as a potential candidate for a DMOAD.

## Methods

### Mice.

All mice used in the experiments were males on the C57BL/6J background strain, and littermate mice were randomly assigned to the groups. Sample sizes were decided based on previous experience. There were no mice excluded from the analysis.

### Processing of human tissues and primary cell culture.

For human OA chondrocyte isolation, cartilage was harvested from tissues removed during knee-replacement surgery of patients with OA. For isolation of cells from normal human knees, meniscus and synovium were harvested from intact knee joints obtained from tissue banks within 48 hours postmortem. The donors with no history of joint disease or trauma were included, and all cartilage and meniscus surfaces were intact upon macroscopic inspection. Harvested tissues were digested with 2 mg/mL of type 2 collagenase overnight at 37°C. Isolated cells were maintained in DMEM with 10% calf serum (CS) supplemented with 1% penicillin-streptomycin-glutamine (PSG).

### Cell culture.

All cells were cultured at 37°C in a humidified atmosphere with 5% CO_2_. SW1353 cells were obtained from the American Type Culture Collection, and TC28a2 cells were purchased from Sigma-Aldrich. SW1353 cells, TC28a2 cells, and human primary cells were cultured in DMEM with 10% CS supplemented with 1% PSG. BMSCs were purchased from Lonza and were cultured in human Mesenchymal Stem Cell (hMSC) Growth BulletKit Medium (MSCGM) (Lonza). In pellet culture of BMSCs, hMSC Chondrogenic Differentiation BulletKit Medium (Lonza) was used. Human IL-1β (PeproTech) and TGF-β3 (PeproTech) were used to treat cells. The compounds used in screenings and validation experiments were provided by Calibr (a Division of Scripps Research Institute). Mocetinostat for other experiments was obtained from LC Laboratories, and SR-18292 was purchased from Selleck Chemicals. Stocks of the compounds were diluted in DMSO. Cell viability was measured with Countess II FL Automated Cell Counter (Thermo Fisher Scientific) using Trypan Blue stain 0.4% (Thermo Fisher Scientific).

### Establishment of the monoclonal KLF4 reporter cell line.

We inserted the HiBiT sequence (5′-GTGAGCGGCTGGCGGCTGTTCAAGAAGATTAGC-3′) into the site immediately after the first ATG codon of *KLF4* gene in SW1353 cells by electroporation with ribonucleoprotein complexes, which consisted of recombinant Cas9 nuclease and synthetic guide RNA (5′-UCUGGGCCCCCACAUUAAUG-3′) in the presence of a single-stranded oligodeoxynucleotide template (5′-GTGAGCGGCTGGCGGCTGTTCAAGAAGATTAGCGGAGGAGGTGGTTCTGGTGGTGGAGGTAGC-3′), as shown in Supplemental Figure 1. Expression of HiBiT in the edited cell pools was confirmed by measuring luminescence of cell lysates using Nano-Glo HiBiT Lytic Detection System (Promega), according to the manufacturer’s instruction. Successful integration of the HiBiT sequence at the intended loci was confirmed by Sanger sequencing. The monoclonal KLF4 reporter cells were established by serial limiting dilution.

### HTS with the ReFRAME library.

The ReFRAME library is composed of 11,948 small molecules that have reached clinical development or have undergone significant preclinical profiling (8, 9). The compounds were prespotted into 1,536-well assay plates with the Echo Acoustic Liquid Handler (Beckman Coulter) to achieve a final concentration of 5 μM in a final assay volume of 8 μL per well. The KLF4 reporter SW1353 cells were dispensed into the assay plates with 100 cells per well and were allowed to grow for 24 hours. Quantitation of luminescence activity was performed Nano-Glo HiBiT Lytic Detection System, and the raw signal intensities were normalized across each plate using *Z* scores. Compounds with *Z* scores above 2 SDs were replated in triplicate for confirmation assays and evaluated in 10-point dose-response concentration curves. EC_50_ for each compound was calculated from the dose-response curves, and EC_50_ < 1 μM was adopted as a criterion for the validated hit selection.

### RNA isolation and qPCR.

Total RNA was isolated with Direct-zol RNA MicroPrep kit (Zymo Research) and was reverse transcribed using PrimeScript RT Reagent kit (TaKaRa Bio). qPCR was performed on a LightCycler 96 instrument (Roche) using TaqMan probes (Thermo Fisher Scientific) listed in Supplemental Table 15. mRNA levels were normalized with *GAPDH*.

### DMM surgery and i.p. injections in mice.

The mouse surgical OA model was induced by DMM surgery (11). In brief, the surgical approach to the knee was the medial parapatellar. The fat pad was dissected, and the medial meniscus (MM) and the medial meniscotibial ligament (MMTL) were identified. The MMTL was transected, and the MM was confirmed to be freely displaceable. The operators were blinded to treatment groups.

I.p. injections of 2 mg/kg or 10 mg/kg of mocetinostat or vehicle were executed 3 times a week starting 1 week after DMM or Sham surgery. Mocetinostat was first diluted in DMSO and was further diluted in 5% dextrose at a concentration of 0.2 mg/mL for the 2 mg/kg group and 1 mg/mL for the 10 mg/kg group. The final concentration of DMSO was adjusted to 1.67% for all groups. Those who performed injections were aware of the group allocation. The mice were monitored for water and food intake and were inspected for activity and hair appearance 3 times per week. Knees were harvested at 10 weeks after surgery for histological evaluation.

### von Frey test.

To evaluate mechanical allodynia in mice, von Frey filaments with 5 different target forces (no. 1, 0.04 g; no. 2, 0.16 g; no. 3, 0.4 g; no. 4, 1 g; and no. 5, 2 g; Touch Test Sensory Evaluators; North Coast Medical) were used for mechanical stimulation to the plantar surface of the hind paw, as previously described (12, 13). Numbers of paw withdrawals from 5 stimulations per filament per mouse were counted. Mice were tested in randomized order at each time point.

### Histological analyses.

Mouse knee joint tissues were fixed in Z-fix (Anatech) for 2 days and were decalcified in TBD-2 (Thermo Fisher Scientific) for a further 2 days. The samples were embedded in paraffin and were sectioned in 4 μm thickness. Safranin-O and fast green staining was performed according to the standard protocols.

Histological scoring of OA for the medial femoral condyle and tibial plateau was performed using the summed OARSI scores (score, 0–48) (14). Meniscus histopathological scores were graded by Kwok’s meniscus scoring system (score, 0–50) (15). Synovial changes were evaluated using Krenn’s synovitis scoring system (score, 0–9) (16). All scorings were performed in a blinded fashion.

### IHC.

Sections were deparaffinized, washed, and blocked with 2.5% horse serum (Vector Laboratories) for 1 hour at room temperature. They were incubated with primary antibodies shown in Supplemental Table 16 overnight at 4°C. Goat or rabbit IgG (Vector Laboratories) was used as a negative control. Immune complexes were detected using VECTASTAIN Elite ABC-HRP Kits (Vector Laboratories). Sections were incubated with DAB and then were counterstained with hematoxylin and methyl green. For quantification of positive cells in IHC samples of mouse knees, calculation of positive cell rates was obtained from fields in the medial tibial plateau.

### High-throughput RNA-Seq analysis.

TC28a2 cells were treated with 2 μM of mocetinostat or DMSO for 24 hours, and total RNA was collected. RNA-Seq libraries were constructed using an early access High Throughput RNA-Seq Prep kit (Jumpcode Genomics). Briefly, 20 ng of total RNA per sample was fragmented by heat, followed by reverse transcription and ligation of adapter at the 3′ end of the cDNA. Libraries were PCR amplified to add full-length adapter sequences and index barcodes (i5 and i7). After PCR, libraries were treated with the CRISPRclean Bulk Ribodepletion Reagents (Human, Mouse, Rat) (Jumpcode Genomics) per manufacturer’s recommended protocol and were sequenced with single-read 100 bp on a NextSeq2000 instrument (Illumina) at an average of 5 million reads per sample.

The high-throughput RNA-Seq data were analyzed using nf-core/RNA-Seq pipeline version 1.4.2 (implemented on Nextflow version 20.07.1), which is an open-source and available at https://github.com/nf-core/rnaseq/commit/3b6df9bd104927298fcdf69e97cca7ff1f80527c as part of the nf-core project (55). Briefly, the reads were trimmed for adapters with trimGalore! version 0.6.4 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/), and reads mapping to ribosomal RNA were removed using SortMeRNA version 2.1b (56). The remaining reads were aligned to the human reference genome (GRCh38 ENSEMBL build 98) with STAR version 2.6.1d (57). Gene-level assignment was performed using featureCounts version 1.6.4 (58). The gene expression matrix with raw gene counts was then used for differential gene expression analysis with the Bioconductor DESeq2 R package version 1.20.0 (59).

The resulting *P* values were adjusted using the Benjamini-Hochberg’s approach for controlling the FDRs. Genes with an FDR < 0.05 and a |log_2_(FC)| > 1 were considered significantly differentially expressed. DAVID Bioinformatics Resources (v2022q3; https://david.ncifcrf.gov/) was used for KEGG pathway analysis (18). Pathways satisfying an FDR <0.05 was considered significant.

### siRNA knockdown experiments.

siRNAs for KLF4 (s17794; Thermo Fisher Scientific), PPARGC1A (s21394; Thermo Fisher Scientific), and the negative control (4390843; Thermo Fisher Scientific) were used for knockdown experiments. Cells were transfected with siRNA using Lipofectamine RNAiMAX transfection reagent (Thermo Fisher Scientific), following manufacturer’s protocol.

### TMT-MS analysis.

TC28a2 cells were treated with 2 μM of mocetinostat or DMSO for 24 hours, and cells were lysed in Pierce RIPA Buffer supplemented with 1% Halt protease and phosphatase inhibitor cocktail (Thermo Fisher Scientific) to collect protein lysates. Total protein was quantified using Pierce Rapid Gold BCA Protein Assay Kit (Thermo Fisher Scientific). Protein lysates were precipitated with 25% trichloroacetic acid overnight. The dried precipitated protein pellet was resuspended in 50 mM triethylammonium bicarbonate (pH 8.5) containing 8M urea. The protein samples were alkylated with 5 mM tris (2-carboxyethyl) phosphine and were reduced with 10 mM chloroacetamide. Next, the samples were digested with trypsin overnight at 37°C and were desalted with C18 Spin Columns (Thermo Fisher Scientific). The desalted peptides were labeled with TMT isobaric tags (Thermo Fisher Scientific, lot XA338782) following the previously published protocol (60). The labeled peptides were combined into 1 tube and dried via a Speed-Vac, and the peptides were fractionated using High pH Reversed-Phase Peptide Fractionation Kit (Thermo Fisher Scientific).

The TMT-labeled samples were analyzed on an Orbitrap Fusion Lumos Tribrid Mass Spectrometer (Thermo Fisher Scientific). Samples were injected directly onto a 25 cm, 100 μm ID column packed with BEH 1.7 μm C18 resin (Waters) and were separated at a flow rate of 300 nL/minute on an Easy-nLC 1200 System (Thermo Fisher Scientific). Buffers A and B were 0.1% formic acid in water and 90% acetonitrile, respectively. A gradient of 1%–25% B over 120 minutes, an increase to 40% B over 40 minutes, an increase to 100% B over 10 minutes, and a hold at 100% B for 10 minutes was used for a 180-minute total run time. Peptides were eluted directly from the tip of the column and nanosprayed directly into the mass spectrometer by application of 2.5 kV voltage at the back of the column. The Lumos was operated in a data-dependent mode. Full MS1 scans were collected in the Orbitrap at 120,000 resolution. The cycle time was set to 3 seconds, and within these 3 seconds, the most abundant ions per scan were selected for collision-induced dissociation MS2 in the ion trap. MS3 analysis with multinotch isolation was utilized for detection of TMT reporter ions at 60,000 resolution. Monoisotopic precursor selection was enabled, and dynamic exclusion was used with an exclusion duration of 10 seconds.

### MS data analysis.

The MS spectra were analyzed by Proteome Discoverer 2.5 (Thermo Fisher Scientific) and were searched using the Uniprot human protein database including protein isoforms (version 2022-08-03) and a list of common protein contaminants. The decoy database was the reverse of this Uniprot database to filter identifications to an FDR of 0.01. The processing workflow used was Tribid_TMT_Quan_SPS_MS3_SequestHT_Percolator, and the consensus workflow was Comprehensive_EnhancedAnnotation_Reporter_Quan. Parameters were specified as follows: peptide length between 7 and 45 amino acids, fully tryptic or semitryptic digestion, and a maximum of 2 miscleavages. The static modification searched for were TMT tags on lysine residues, peptide N-termini (+229.162932 Da), and carbamidomethylation of cysteine residues (+57.021464 Da). Reporter ion distributions specific to the lot number of the TMT reagent were employed as correction factors.

Statistical analysis and fold changes were calculated by Proteome Discoverer 2.5. The resulting *P* values were adjusted using the Benjamini-Hochberg approach for controlling the FDRs. Proteins with an FDR < 0.05 were considered to be significantly differentially expressed proteins. DAVID Bioinformatics Resources (v2022q3) was used for KEGG pathway analysis. Pathways satisfying an FDR < 0.05 was considered significant.

### Statistics.

Results were analyzed using GraphPad Prism version 9.4.0 (GraphPad Software). Two-tailed paired *t* test was used to establish statistical significance between the 2 groups. One-way mixed-effects ANOVA followed by Dunnett’s test, 2-way mixed-effects ANOVA followed by Sidak’s multiple comparison test, and Kruskal-Wallis followed by Dunn’s test were used for multiple-group comparisons. Results of omnibus tests for multiple comparisons are shown in Supplemental Table 17, and other statistical tests used are all described in each figure legend. In statistical analyses of qPCR data, log_2_ transformed values were used to assume normal distribution. Biologically independent sample numbers were shown in legends. For micrographs, representative images in each group were displayed.

### Study approval.

All human tissues were obtained with approval by the Scripps Human Subjects Committee (IRB no. 15-6648). All animal studies were performed with approval by the Scripps IACUC (no. 09-0130-05). We complied with all relevant ethical regulations.

### Data availability.

The raw data for high-throughput RNA-Seq analyses are deposited in the Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo/) under accession nos. GSE220755 and GSE183956. Raw data are available in the Supporting Data Values file and from the corresponding author upon request.

## Author contributions

MKL, KAJ, and JRY designed the study. MK, DBM, JKD, and MO performed the experiments. MK, DBM, JKD, and MO analyzed the data. MK and MKL drafted the paper, which was approved by all coauthors.

## Supplementary Material

Supplemental data

Supplemental table 17

Supplemental tables 5-12

Supporting data values

## Figures and Tables

**Figure 1:**
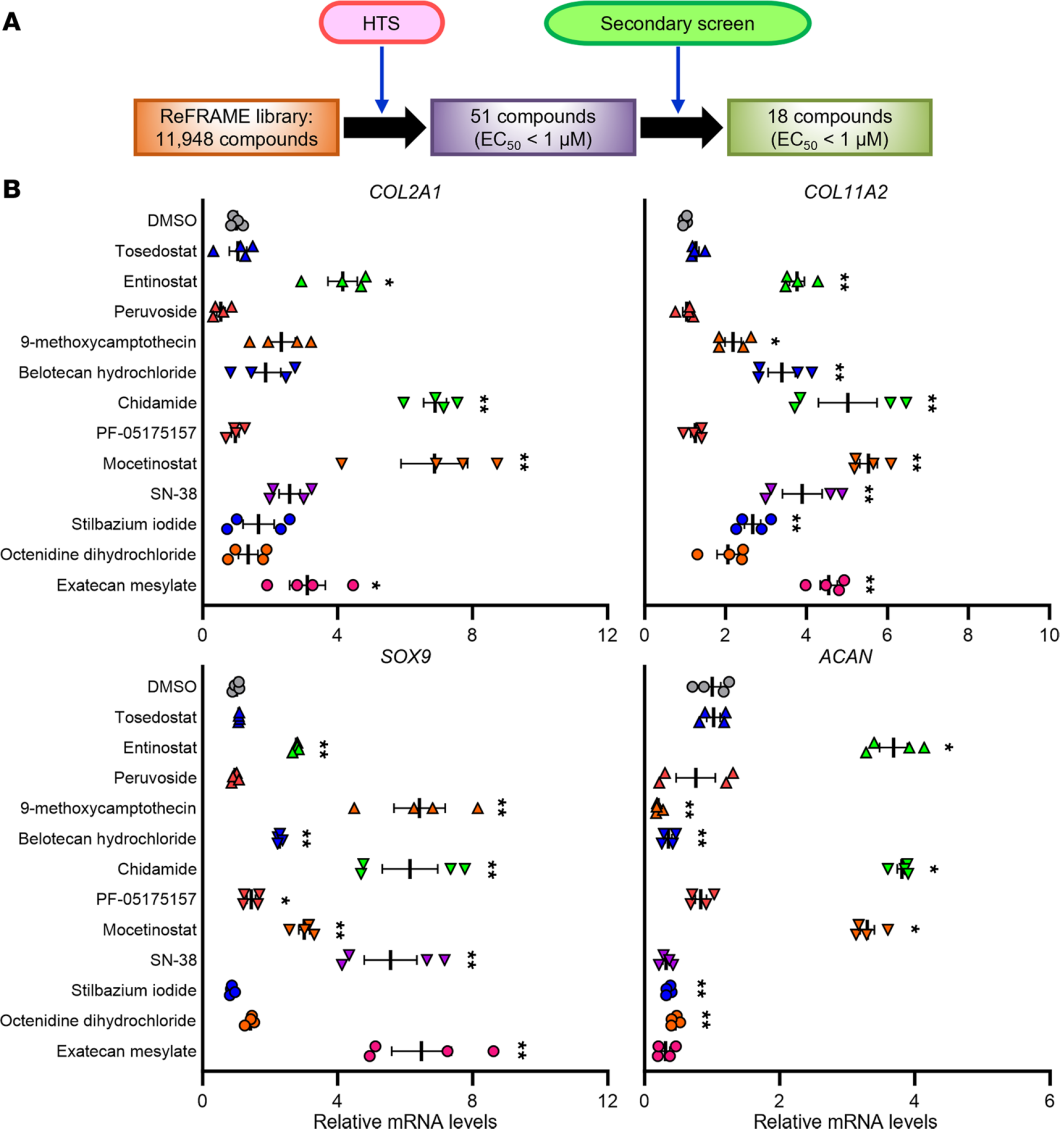
Screens of compounds activating *KLF4* expression and validation experiments with SW1353 cells. (**A**) A summary for the high-throughput screening (HTS) and the secondary screen. (**B**) Treatment of SW1353 cells with the compounds upregulating *KLF4*. Cells were treated with either of the compounds upregulating *KLF4* at the tolerated doses or dimethyl sulfoxide (DMSO), and RNA was collected 24 hours after initiation of treatment. mRNA levels are expressed as mean ± SEM, relative to DMSO (*n* = 4 from 4 independent experiments). *P < 0.05, **P < 0.01, Dunnett’s test versus DMSO. Results of 1-way mixed-effects ANOVA test are shown in Supplemental Table 17.

**Figure 2:**
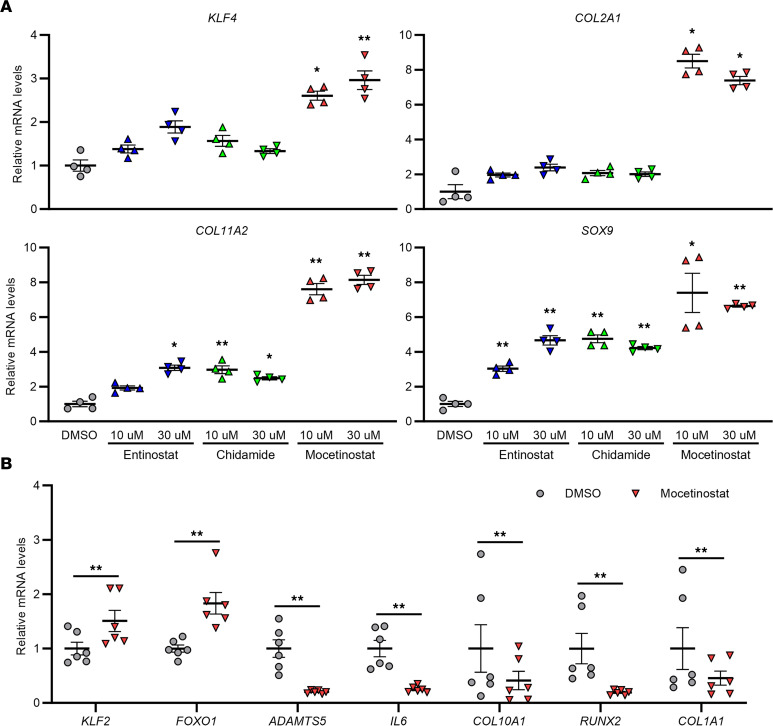
Treatment of human OA chondrocytes with the class I HDAC inhibitors. (**A**) Cells were treated with entinostat, chidamide, mocetinostat, or DMSO, and RNA was collected 24 hours after initiation of treatment. mRNA levels are expressed as mean ± SEM, relative to DMSO (*n* = 4 donors). *P < 0.05, **P < 0.01, Dunnett’s test versus DMSO. Results of 1-way mixed-effects ANOVA test are shown in Supplemental Table 17. (**B**) Cells were treated with 30 μM of mocetinostat or DMSO, and RNA was collected 24 hours after initiation of treatment. mRNA levels are expressed as mean ± SEM, relative to DMSO (*n* = 6 donors). **P < 0.01, paired *t* test. HDAC, histone deacetylase.

**Figure 3:**
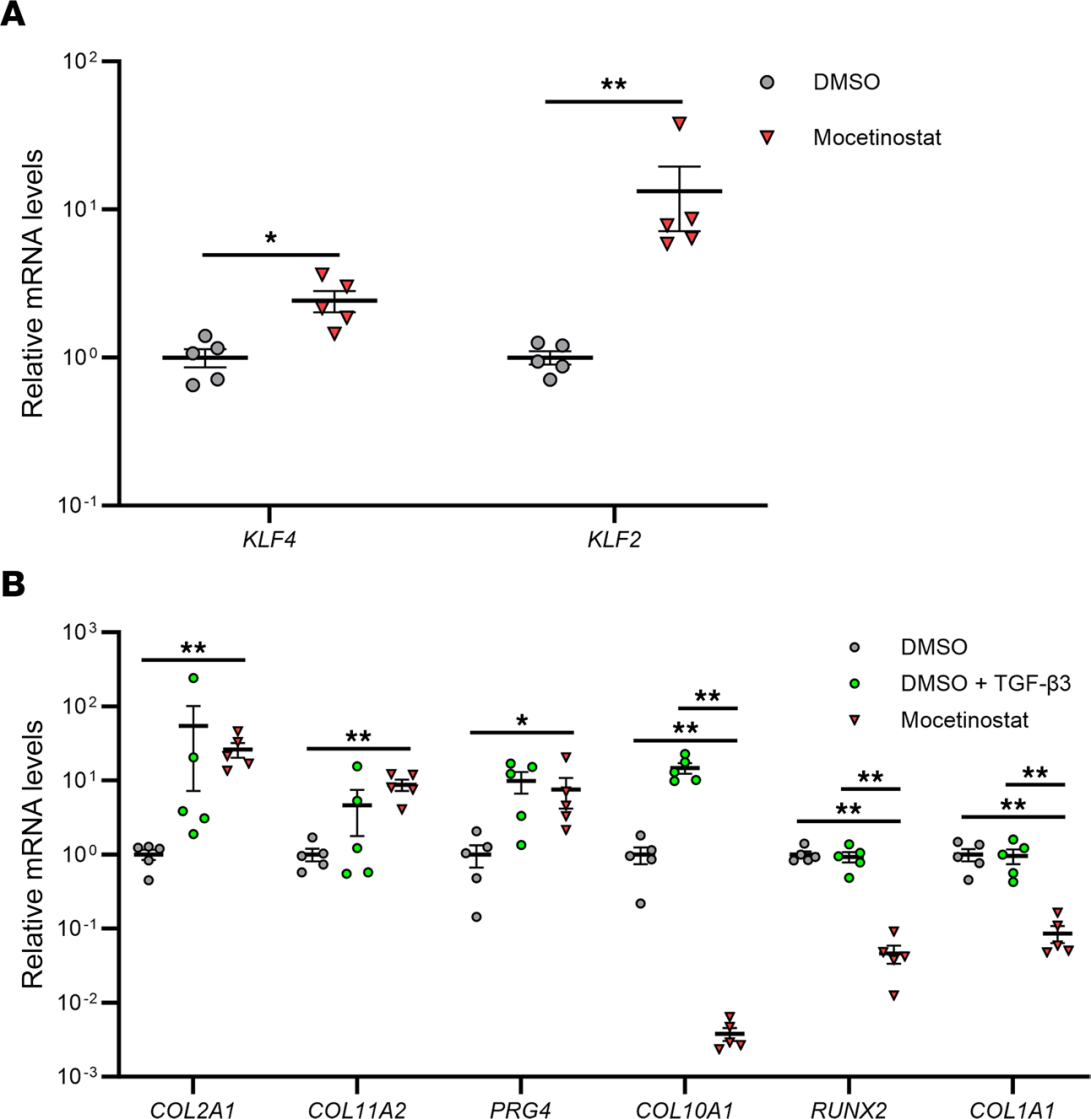
Regulation of chondrogenic and hypertrophic genes by mocetinostat in human BMSC pellets. (**A** and **B**) Human BM-derived mesenchymal stem cells (BMSCs) were cultured in pellets and were treated with 5 μM of mocetinostat or DMSO ± 20 ng/mL of TGF-β3. RNA was collected 1 week after pellet culture. mRNA levels are expressed as mean ± SEM, relative to DMSO (*n* = 5 donors). *P < 0.05, **P < 0.01; paired *t* test in **A**, and Dunnett’s test versus mocetinostat in **B**. Results of 1-way mixed-effects ANOVA test are shown in Supplemental Table 17.

**Figure 4:**
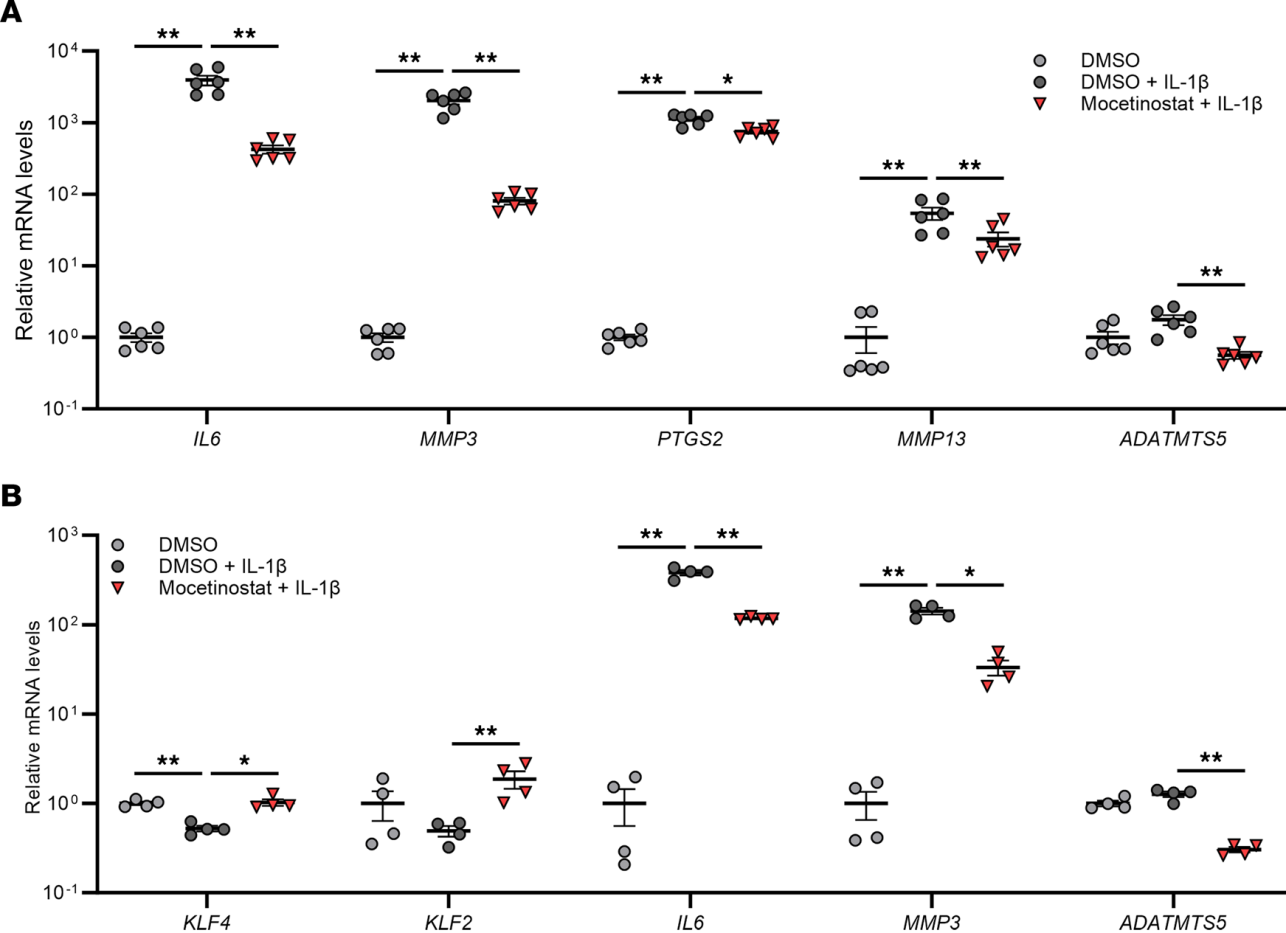
Regulation of inflammatory and catabolic genes by mocetinostat in human OA chondrocytes and synoviocytes on IL-1β stimulation. (**A**) Human OA chondrocytes were treated with 30 μM of mocetinostat or DMSO (*n* = 6 donors). (**B**) Human synoviocytes from healthy donors were treated with 10 μM of mocetinostat or DMSO (*n* = 4 donors). RNA was collected 24 hours after initiation of mocetinostat treatment and 6 hours after stimulation with 10 ng/mL of IL-1β. mRNA levels are expressed as mean ± SEM, relative to DMSO. *P < 0.05, **P < 0.01, Dunnett’s test versus DMSO + IL-1β. Results of 1-way mixed-effects ANOVA test are shown in Supplemental Table 17.

**Figure 5:**
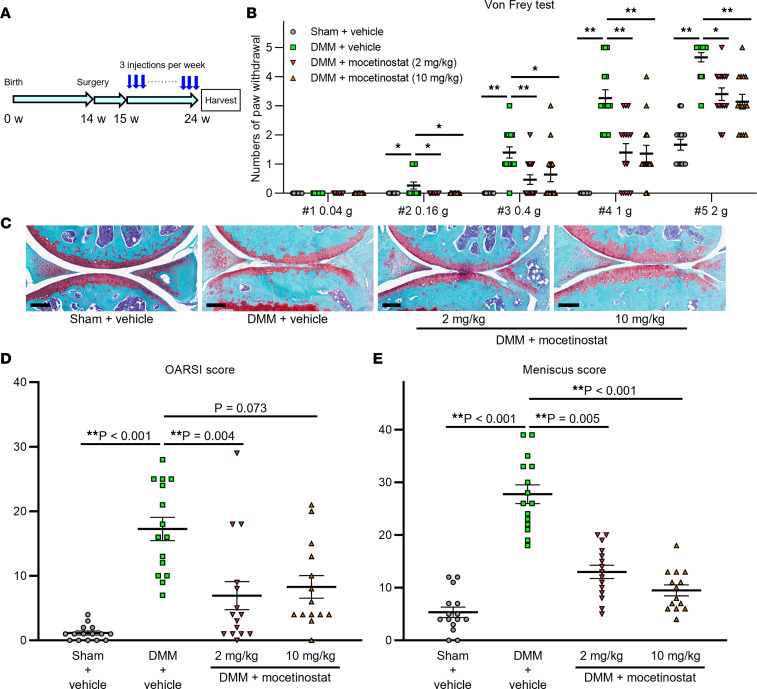
Therapeutic effects of mocetinostat in mouse OA model. (**A**) Fourteen-week-old mice underwent destabilization of the medial meniscus (DMM) or sham surgery, and mocetinostat or vehicle was injected i.p. 3 times a week starting 1 week after DMM surgery. Knees were harvested at 10 weeks postoperatively for histological analysis. (**B**) Results of von Frey test in mice at 10 weeks after surgery. Numbers of paw withdrawals from 5 stimulations per filament per mouse are shown. (**C**) Representative Safranin-O staining images for each group. Scale bars: 200 μm. (**D**) Summed Osteoarthritis Research Society International (OARSI) scores for the medial femoral condyle and the tibial plateau. (**E**) Meniscus histopathological scores. *n* = 14 for DMM + 10 mg/kg of mocetinostat, and *n* =15 for the other groups. For **B**, **D**, and **E**, *P < 0.05, **P < 0.01, Dunn’s test versus DMM + vehicle. All quantitative data are expressed as mean ± SEM, and results of Kruskal-Wallis test are shown in Supplemental Table 17.

**Figure 6:**
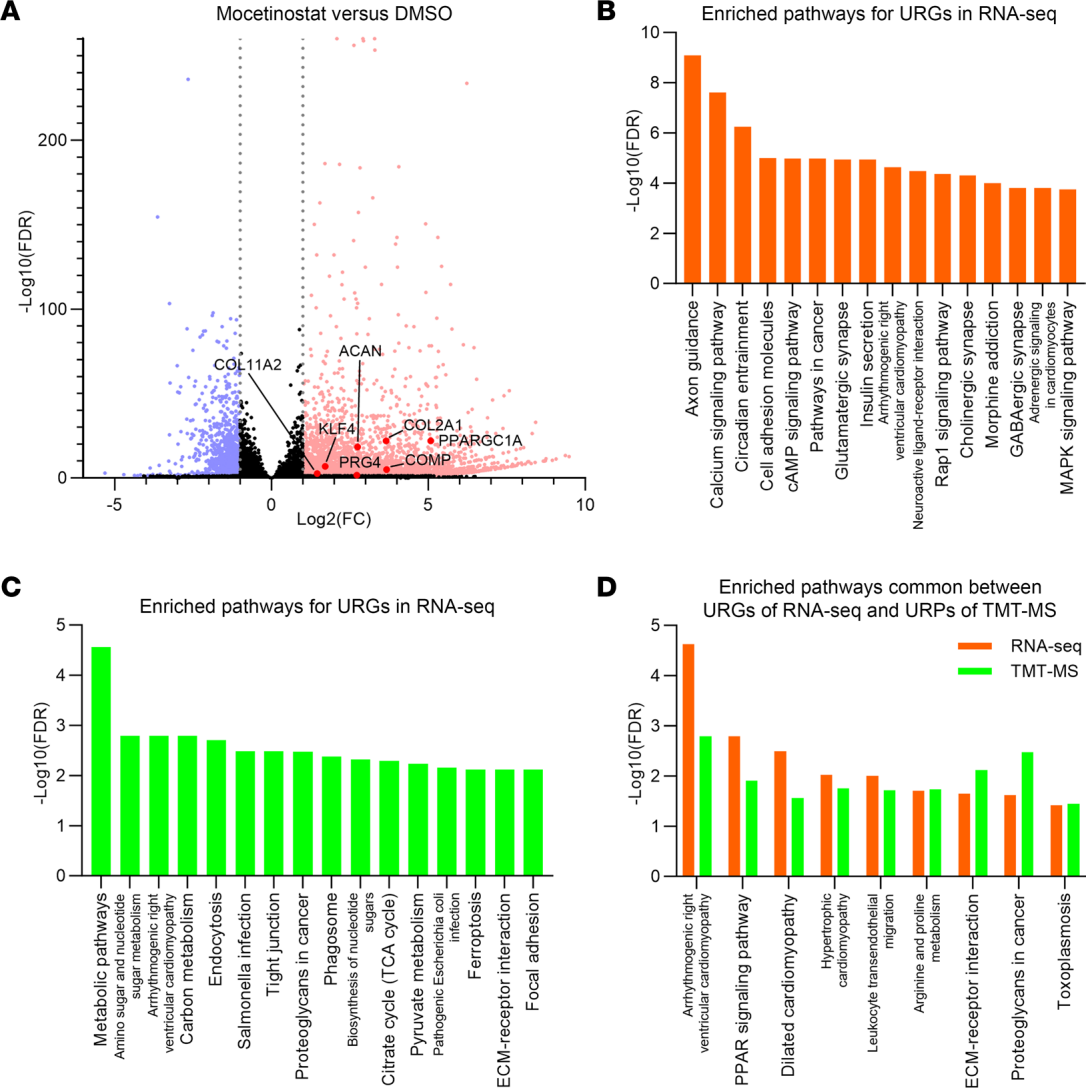
Global transcriptomics and proteomics analyses of mocetinostat- versus DMSO-treated TC28a2 cells. Cells were treated with 2 μM of mocetinostat or DMSO for 24 hours. *n* = 3 per condition from 3 independent experiments were analyzed by high-throughput RNA-Seq and tandem mass tag–mass spectrometry (TMT-MS). (**A**) Volcano plot of RNA-Seq data to identify differentially expressed genes (DEGs). Gray dotted lines indicate |log_2_(fold change [FC])| = 1. Significantly upregulated genes (URGs) are shown as red dots, while significantly downregulated genes (DRGs) are indicated as blue dots; black dots represent nonsignificant DEGs. (**B**) KEGG pathway analysis using URGs of RNA-Seq data. The top 16 enriched pathways are shown. (**C**) The top 16 enriched pathways in KEGG pathway analysis using significantly upregulated proteins (URPs) of TMT-MS data. (**D**) Enriched pathways common between URGs of RNA-Seq data and URPs of TMT-MS data.

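*KLF4*, one of the genes marked in the volcano plot (ENSG00000136826, chromosome 9 from 107484852 to 107490482), held 159, 37, and 43 counts in DMSO replicates 1, 2, and 3 and 171, 57, and 70 counts in mocetinostat replicates 1, 2, and 3. Its expression rose from 9.48 ± 4.31 to 32.7 ± 3.31 CPM (SD, n = 3), a log2 fold change of 1.71 (standard error 0.21, adjusted p = 7.38e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DMSO replicate 1 was the highest of the DMSO-treated samples, at 14.4 CPM against 7.70 and 6.34 CPM, and without it the log2 fold change was 2.21. Every mocetinostat-treated sample lay above every DMSO-treated sample.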

**Figure 7:**
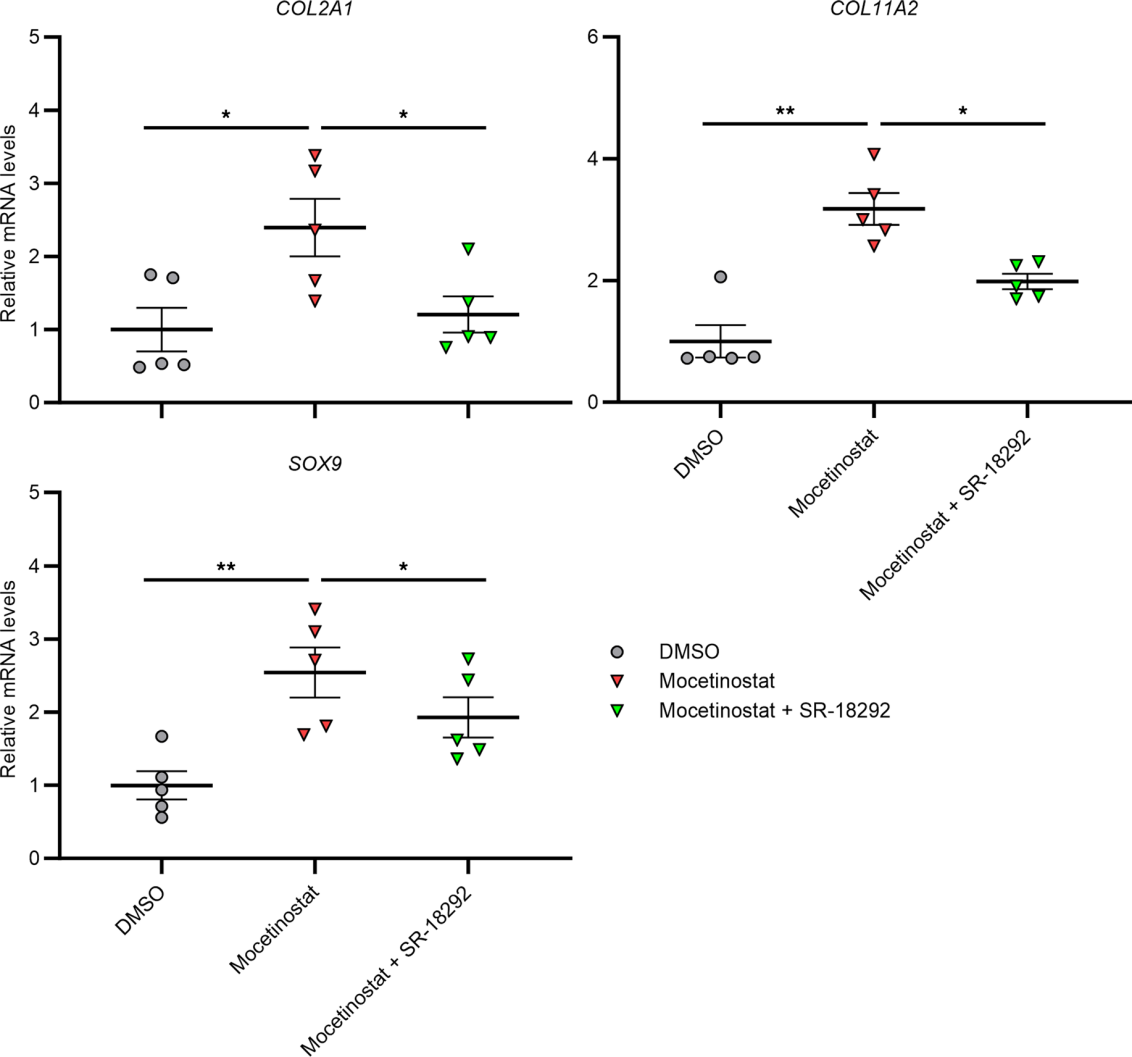
Chemical inhibition of PGC-1α in mocetinostat-treated OA chondrocytes. Cells were treated with 30 μM mocetinostat or DMSO (*n* = 5 donors). To inhibit PGC-1α activity, 50 μM of SR-18292 was used. RNA was collected 24 hours after initiation of treatment. mRNA levels are expressed as mean ± SEM, relative to DMSO. *P < 0.05, **P < 0.01, Dunnett’s test versus mocetinostat. Results of 1-way mixed-effects ANOVA test are shown in Supplemental Table 17.

How the deposited data were processed for this re-analysis (not part of the article)

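RNA-Seq was analyzed in TC28a2 human chondrocyte cells treated with 2 μM mocetinostat or DMSO for 24 hours, with 3 samples per condition. The authors deposited one table of whole raw counts of reads per gene for the 6 samples, without normalization. According to the paper's methods, the authors made these counts by trimming adapters, removing ribosomal RNA reads with SortMeRNA, aligning the remaining single reads to GRCh38 with STAR, and assigning them to genes with featureCounts. The paper's text does not state whether the counting used strand or how reads that map to several genes were treated, so that genes with near-identical copies or with overlapping genes are uncertain to that extent. Every column was matched to its sample by name.

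From the counts, edgeR version 4.0.16 (with limma 3.58.1 in R 4.3.3) computed TMM factors, kept 13966 of 60623 genes with filterByExpr at its default minimum count of 10, and tested mocetinostat against DMSO with its quasi-likelihood test. The model held the treatment only, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called upregulated or downregulated at an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the study. CPM values were computed with the TMM factors, except those of the olfactory receptor genes, which were divided by the total counts alone. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 was used for summaries and figures. Positions and exon overlaps are from GENCODE release 44, to which 99.5% of the genes in the table were matched by their identifiers.

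Totals per sample ranged from 1619344 to 11031132 counts. A gene with 3 counts or fewer in every sample of a condition was treated as not measurable there, and its fold change was computed as a lower limit. These limits set the mean of the measurable condition against 3 counts in the smallest library of the other, without allowance for the spread between samples. The confidence interval for the proteins treats genes as the sampled units and holds no counting error. The reads carry no molecular identifiers. Pairs of replicates were compared by a chi-square test of their counts; the statistic per degree of freedom was between 1.93 and 7.95 for the 6 pairs within conditions, more than sampling noise alone gives, so each sample counted as a replicate.

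The genes named are those that the paper names for these cells or for other cells, GAPDH, HDAC1 to HDAC11, the highest and lowest member of each of 12 gene families, and the 5 upregulated and 5 downregulated genes with the smallest p among those with a mean of at least 10 CPM in one condition and no overlap between conditions. Genes outside this rule are marked as chosen after their values were seen, or are members of a list of the study. The 12 families were taken whole by gene symbol: collagens, laminins, integrins, lipid families of the PPAR pathway, nuclear-encoded OXPHOS subunits, mitochondrially encoded mRNAs, cytosolic ribosomal proteins, replication-dependent histones, HDACs, KLFs, proteasome subunits, and matrix-degrading enzymes. They were tested with limma's camera at a preset correlation between genes of 0.01. An S-phase list and a G2/M list were compared with 10000 random lists of the same size matched on expression.

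The alternatives were DESeq2 version 1.42.0, RLE size factors, library size only, scaling to GAPDH, no filter, a minimum of 10 counts in every sample, glmTreat, the replicate number as a block, all libraries thinned to 1619344 counts, and each sample left out in turn; for the families, an estimated correlation and fry were added. A correction that removes the trends on GC content and gene length was chosen after seeing the data. The fits were tested on simulated counts with 200 genes changed by known amounts, with equal odds up or down. Of the 196 that passed the filter, edgeR called 99.5% in the right direction and glmTreat 72.4%, and DESeq2 called 93% of the 200 genes. At both thresholds of a call, edgeR called 0 unchanged genes with the filter and 2 without it. All simulated genes had the same dispersion and few were changed, against 8985 with an adjusted p under 0.05 from edgeR's quasi-likelihood test in the data. The simulation therefore does not test the scaling.

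No KEGG enrichment was computed, because the pathway gene sets were not used here. The copy of Supplemental Table 5 used here held 1998 of the paper's 3375 URGs, so no overlap was computed on it. The paper's qPCR, mass spectrometry, primary cell, and mouse experiments were not analysed here, apart from setting the study's protein lists beside the RNA values.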

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

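The results in this part concern genes and gene families whose RNA-Seq values in these cells the paper's text does not report, and which of them to list was settled after their values had been seen. The tests of single genes, of GAPDH, and of the gene families against depth, scaling, GC content and gene length were also chosen only after the result was seen; the splits of the samples were set before.

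Among the genes that the paper names only for other cells, the HDAC genes, and the 10 genes chosen by the smallest p, 19 passed the thresholds. They are a selection, and the highest and lowest members of the gene families that also passed, HIST2H3PS2 among them, are not counted here. The log2 fold changes were 5.44 for PTGS2, 4.39 for MMP13, 2.66 for MMP3, 2.39 for FOXO1, 2.48 for TNXB, 1.83 for SNAI1, and -1.31 for RUNX2. Among the HDAC genes they were -1.87 for HDAC7 and 1.77 for HDAC11. The genes with the smallest p were NGFR (6.25), KIF1A (7.55), HSPA2 (3.32), ANKRD1 (2.95), and SAT1 (3.33) among the upregulated and HIST1H1B (-2.63), VCAM1 (-3.60), HIST1H2BC (-3.22), SERPINH1 (-2.66), and HDGF (-2.17) among the downregulated. FOXO1, MMP3, MMP13, PTGS2, TNXB, NGFR, HSPA2, and SAT1 are among the genes of Supplemental Table 7. Leaving out DMSO replicate 1 moved MMP3 to 3.47 and KIF1A to 6.87; no call among the 19 was lost in any of the 6 fits that left out 1 sample.

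The mocetinostat-treated libraries were shallower, so all libraries were thinned to the smallest total. Of the 19 genes, 18 could be tested after thinning and 18 kept their call, which argues against the shallower mocetinostat libraries as the whole cause for these 18. TNXB, with at most 7 counts in a DMSO-treated sample, dropped out of the thinned libraries, so thinning could not test it. It held 6, 7, and 5 raw counts with DMSO and 18, 7, and 16 in the shallower mocetinostat libraries. No raw count was thus lower with mocetinostat, which argues against depth as the cause of the rise, although the counts are few. Under RLE, library size only, and GAPDH scaling, 18 of the 19 kept their call. The exception was RUNX2, whose log2 fold change was -0.77 under GAPDH scaling; it stayed lower in each scaling, but whether it passes the threshold depends on the scaling. With the trends on GC content and gene length removed, 19 of the 19 kept their call. Antisense overlap stays open for NGFR, HIST1H2BC, HDAC7, HDAC11, PTGS2, TNXB, and MMP3, where exons of a single gene on the opposite strand cover up to 22.3%, 14.9%, 9.70%, 6.31%, 3.99%, 1.87%, and 1.73% of the gene's exons, respectively, and reads shared with near-identical copies stay open for TNXB. No sequencing batch is given. An effect of mocetinostat may account for the genes that kept their calls, as a hypothesis found and tested on the same data.

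GAPDH, the reference gene of the paper's qPCR, was lower after mocetinostat treatment, with a log2 fold change of -0.53 (standard error 0.06, adjusted p = 2.58e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; lower in 3 of 3 samples). Over the alternatives the adjusted p ranged from 1.46e-34 to 1. After thinning the log2 fold change was -0.45, which argues against depth. Under RLE and library size only it was -0.51, but these scalings differ little from TMM, and GAPDH scaling sets it to 0 by construction. Without an added standard in the libraries, a lower GAPDH cannot be told apart from a rise of most other genes. Exons of another gene on the opposite strand cover 17.6% of the GAPDH exons. Whether GAPDH changed in the RNA used for the paper's qPCR was not tested.

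Among the 12 gene families, 10 passed an adjusted p of 0.05 in camera with Benjamini-Hochberg adjustment, and for 6 of these the paper's text reports no RNA-Seq result as a family, although it discusses KLFs and ECM-degrading enzymes in other cells and proteasome and ribosome terms appear in its Supplemental Tables 8 and 12. Their median log2 fold changes were -2.07 for replication-dependent histones (53 of 56 genes lower, adjusted p = 9.33e-40), -0.71 for proteasome subunits (35 of 36 lower, adjusted p = 5.95e-07), -0.44 for nuclear-encoded OXPHOS subunits (69 of 75 lower, adjusted p = 0.000116), -0.33 for cytosolic ribosomal proteins (74 of 78 lower, adjusted p = 1.99e-06), 1.496 for matrix-degrading enzymes (22 of 27 higher, adjusted p = 0.000116), and 0.41 for KLFs (10 of 12 higher, adjusted p = 0.0275), where GAPDH scaling turned the OXPHOS subunits to 0.10 and the ribosomal proteins to 0.19 and left the proteasome subunits at -0.18, with 23 lower and 13 higher. Over the alternatives, the highest adjusted p was 0.0735 for the histones and for the ribosomal proteins, 0.112 for the OXPHOS subunits and for the KLFs, 0.0991 for the matrix-degrading enzymes, and 0.0415 for the proteasome. With the correlation estimated for each family only the proteasome held, whereas all 12 families passed in fry. Without DMSO replicate 1, 9 families passed.

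All 6 families stayed past the threshold after thinning, which argues against the shallower mocetinostat libraries as their whole cause, and 6 of 6 after the trends on GC content and gene length were removed. All 6 also stayed past the threshold in camera under GAPDH scaling, where the adjusted p of the ribosomal proteins rose from 1.99e-06 to 0.00834. A scaling of whole libraries moves every gene alike. The medians were therefore set against the largest shift of all genes under the other scalings, 0.54 for GAPDH scaling. For 3 of the 6 families, the histones, the proteasome subunits, and the matrix-degrading enzymes, the median was farther from 0 than this shift, which argues against composition scaling of that size as the source of their direction. The medians of the OXPHOS subunits (-0.44), the ribosomal proteins (-0.33), and the KLFs (0.41) were nearer 0, so their direction cannot be told apart from an effect of composition scaling. The KLF median stayed above 0 under RLE (0.43), library size only (0.43), and GAPDH scaling (0.95, 12 higher and 0 lower). These scalings all moved the median of all genes upward, so they did not test a shift of the KLFs toward 0. The number of families is weak evidence in itself. In 2 of the 10 splits of the 6 samples into 3 and 3, as many families passed the threshold as for the treatment: the treatment itself and the split that groups DMSO replicates 1 and 3 with mocetinostat replicate 1. The splits other than the treatment gave from 6 to 10 families. Each of them mixes the conditions unequally and keeps part of the treatment difference, so they do not show what chance gives. With 3 samples against 3, the share of splits is never under 0.1.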

How the results depend on the processing

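The removal of trends on GC content and gene length was chosen after seeing the data; the other alternatives were set before the data were examined.

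Of the 65 named genes with a value, 38 kept their direction and their side of the thresholds under every alternative, and of the 40 that were called, 31 kept their call under every alternative in which they were tested and 39 in the 6 fits that each left out 1 sample. The exception was HIST2H3PS2, with an adjusted p of 0.0738 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment without mocetinostat replicate 1 (0.000286 to 0.333 over the alternatives). Over all genes and alternatives, 978 of 1021 comparisons were the same, 15 were weaker, 14 stronger, and 14 reversed.

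Scaling to GAPDH had the widest effect. It moved the median of all genes by 0.54 on the log2 scale, gave 4425 URGs and 284 DRGs (94.0% upregulated, against 71.2%), called 2 of the PPARs and PPARG coactivators, and brought the share of proteins with the same direction to 81.5%. It reversed PPARG (0.10), ADAMTS5 (0.14), COL1A1 (0.31), HDAC10 (0.14), LAMB2 (0.10), MT-ND4L (0.10), and KLF16 (0.19; 16.3% of its exons are covered on the opposite strand). These changes follow from the construction, which sets GAPDH to 0 and leaves no test of GAPDH itself. Without a filter, the median of all genes moved to -0.25, 2120 DRGs were called (60.2% upregulated), and the share for the proteins was 86.1%. HDAC1 (0.24 to -0.0104), HDAC2 (0.13 to -0.12), and HDAC6 (0.09 to -0.16) reversed. These shifts were about as large as that of all genes, which argues against causes particular to these genes. The TMM factors were recomputed over the unfiltered genes, and such factors move every gene alike. Their part in the number of DRGs was not tested.

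A minimum of 10 counts in every sample left 1620 URGs, 704 DRGs, 2 cartilage ECM genes, 0 PPARs and PPARG coactivators called upregulated, and 11 ECM-receptor interaction genes. The latter 3 lists lost genes that were no longer tested; of the 1620 URGs, 1470 were also URGs in the analysis with filterByExpr, and the cause of the changes in URGs and DRGs was not tested. The test against a log2 fold change of 1 called 465 DRGs, and GAPDH, at -0.53, had an adjusted p of 1 (from 1.46e-34 over the alternatives), by its construction. With an estimated correlation, 1 gene family passed. With the trends on GC content and gene length removed, HDAC6 was at -0.0422, and collagens (adjusted p = 0.209 in camera, up to 0.529 over the alternatives) and laminins (0.0636, up to 0.147) no longer passed. HDAC6 was at -0.0266 without DMSO replicate 1, and HDAC10, whose exons are covered to 55.8% by another gene on the same strand, at 0.24 without DMSO replicate 2 and 0.0146 without mocetinostat replicate 3; the cause was not tested. Across the 6 fits, HDAC10 ranged from -0.79 to 0.24 and HDAC6 from -0.0266 to 0.23.

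The replicate numbers are shared by both conditions. Same-numbered samples deviated together no more than others, with correlations across genes from -0.02 to 0.01 (mean 0.001) against -0.03 to 0.03 for different-numbered pairs. No pairing by number was thus detected. Whether a number marks the same experiment in both conditions stays open, because samples of one experiment need not deviate together. With the replicate block, 2798 URGs and 1133 DRGs were called, and the calls of all 65 named genes were the same.

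Depth limits the low genes: PRG4, COL10A1, and SCX did not pass the filter, 60 of the 65 genes were tested after thinning to 1619344 counts, and 51 with at least 10 counts in every sample.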

Differences from the paper's values

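The paper states 3375 URGs and 1171 DRGs, against 2827 and 1142 here. Counts were taken to differ when one was more than 1.5 times the other, which neither was, and log2 fold changes when the signs differed or the gap exceeded the standard error of the log2 fold change, which no gene compared did with the settings used throughout. By this criterion the number of URGs differed from the paper's with at least 10 counts in every sample (1620), with glmTreat (2069), and after thinning (2108), and the number of DRGs with at least 10 counts in every sample (704), with glmTreat (465), under GAPDH scaling (284), and without a filter (2120). With DESeq2, the package named in the paper's methods, there were 3438 URGs and 1181 DRGs. For 37 named genes in the copies of Supplemental Tables 5 and 6, of which the former holds 1998 of the paper's 3375 genes, the median absolute difference in log2 fold change was 0.034 and the largest 0.51, for ITGA9, whose DMSO-treated samples held 1 count or fewer.

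The paper states that PRG4 was significantly upregulated. Here PRG4 was removed by the expression filter and has no call. Without the filter, its log2 fold change was 2.48 (adjusted p = 0.00998 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with DESeq2 it was 2.73 (adjusted p = 0.0173); both call it upregulated. It was also called without DMSO replicate 1, without DMSO replicate 2, without DMSO replicate 3, and without mocetinostat replicate 2, with log2 fold changes from 2.37 to 2.97. Over these alternatives the adjusted p ranged from 0.00037 to 0.0173.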

Other observations

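The tests of the histones and cell cycle lists were chosen only after the result was seen. The removal of trends on GC content and gene length was chosen after seeing the data. The subtraction of the olfactory receptor rate was chosen after the first comparison of those genes. The thinning, scaling, olfactory receptor ratio, and OXPHOS tests of this part were set before.

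More genes were upregulated than downregulated, 71.2% of the calls, but this excess lay among genes with low DMSO expression. With the genes tested parted into 5 groups by DMSO expression, the lowest group held 1708 URGs and 61 DRGs, while the upper groups held more DRGs, 296 against 139 URGs in the next to highest and 355 against 67 in the highest. A gene near 0 with DMSO can hardly be called downregulated, so grouping by DMSO expression itself shifts these numbers. After all libraries were thinned to the smallest total the share was 70.7%, which argues against the shallower mocetinostat libraries as the cause. Under RLE, library size only, and GAPDH scaling it was at least 72.4%, but the former 2 hardly move the scale and GAPDH scaling moves it toward URGs; without a filter, which moves it the other way and tests more genes, the share was 60.2%. With the trends on GC content and gene length removed it was 69.4%. In 1 of the 10 splits of the 6 samples, the treatment itself, as many genes were called. The other 9 gave 0, but 3 samples against 3 cannot bring this share under 0.1. Those 9 splits also mix the conditions within each group, which widens the spread there, so their 0 calls do not show what chance gives.

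Genomic DNA in the libraries may contribute to low counts. Olfactory receptor genes, which chondrocytes are not thought to use, together held from 17.1 to 20.1 CPM (of total counts, without TMM factors) in the DMSO-treated samples and from 51.7 to 75.3 CPM in the mocetinostat-treated samples. Among genes with no count in DMSO, their counts per kb after mocetinostat were 0.377 of those of other coding genes, and 33.8% of them held a count against 43.9%. No size of this ratio had been set as decisive, so genomic DNA in the mocetinostat libraries cannot be told apart from a low-level rise of silent genes, for genes near the limit. When the olfactory receptor rate was subtracted from every gene in every library, 2735 URGs and 1114 DRGs were called, 71.1% of them upregulated, and 2680 of the URGs were the same genes, which argues against genomic DNA at that rate as the source of the excess.

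PPARGC1A was higher, and the paper describes its product as a master regulator of mitochondrial biogenesis. A hypothesis was that higher PPARGC1A raises OXPHOS genes as a set. The median log2 fold change of the nuclear-encoded OXPHOS subunits was -0.44 (0.10 under GAPDH scaling, where 44 of 75 were higher and the median of all genes was 0.53), so a rise of the set at 24 hours was not seen relative to other genes. The mitochondrially encoded mRNAs had a median of 0.16 (adjusted p = 0.662 in camera with Benjamini-Hochberg adjustment, 11 of 13 higher). Protein levels and later times were not tested.

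Replication-dependent histone mRNAs were lower. Reads shared between histone copies could move counts from gene to gene, but the summed CPM of the 56 histone genes had a log2 ratio of -1.99, with every mocetinostat-treated sample below every DMSO-treated sample. More G2/M cells at the cost of S phase would raise G2/M genes, but the median log2 fold change of the G2/M list was -1.16, with 17 of 17 genes lower. Fewer cells in S phase stays open: 19 of 23 S-phase genes were lower, with a median of -0.28, but this lay at percentile 34.1 of random lists, so that the list neither stood apart nor stayed level, and fewer S-phase cells cannot be told apart from a fall shared with other genes of similar expression. The histone sum and both cell cycle lists were computed with TMM scaling alone.

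Of the families related to the paper's pathways, median log2 fold changes were 0.66 for collagens, 0.75 for laminins, 1.19 for integrins, and 1.41 for the lipid families of the PPAR pathway, with adjusted p of 0.0241, 0.0194, 7.87e-05, and 0.000116 in camera with Benjamini-Hochberg adjustment. In these, 20 of 30, 10 of 11, 16 of 19, and 19 of 23 genes were higher. The HDACs had a median of 0.24 (adjusted p = 0.817, 8 of 11 higher). GAPDH scaling, which raises nearly every gene, left these medians above 0.

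For other cells, the paper reports that mocetinostat lowered IL6, MMP3, PTGS2, MMP13, and ADAMTS5 in IL-1β-stimulated OA chondrocytes (Figure 4A). In OA chondrocytes for which no IL-1β is named, it reports lower ADAMTS5, IL6, COL10A1, RUNX2, and COL1A1 and higher SOX9, KLF2, and FOXO1 (Figure 2), and in meniscal cells higher SCX and TNXB. In TC28a2 cells, the log2 fold changes were 0.39 for IL6 (standard error 0.13), -0.41 for ADAMTS5 (standard error 0.30), -0.21 for COL1A1 (standard error 0.06), 0.77 for SOX9 (standard error 0.10), and 0.77 for KLF2 (standard error 0.34), none past the threshold of 1. ADAMTS5 and COL1A1 reversed under GAPDH scaling, to 0.14 and 0.31, while SOX9 and KLF2 passed the threshold there, at 1.30 and 1.30, and KLF2 also after thinning, at 1.08. Without mocetinostat replicate 1, ADAMTS5 was at -0.90. Exons on the opposite strand cover 9.91% of the IL6 exons. COL10A1 held at most 3 counts in any sample, and SCX at most 8. The other genes are given above with those past the thresholds. Of these, MMP3 (2.66), MMP13 (4.39), and PTGS2 (5.44) rose in TC28a2 cells, where the paper reports a fall in stimulated OA chondrocytes. FOXO1 (2.39) and TNXB (2.48) rose and RUNX2 (-1.31) fell, in the directions the paper reports. The TC28a2 cells received 2 μM, less than the dose the paper names for OA chondrocytes, and no IL-1β is named for them. The difference between cells was not tested.

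Of the proteins with a gene tested, 9 passed the study's protein threshold and the RNA threshold in opposite directions, 8 with higher protein and lower RNA and 1 with lower protein and higher RNA. These numbers depend on the processing: they were 2 and 4 under GAPDH scaling, 15 and 1 without a filter, and 8 and 3 after thinning. Among the 8, the study's protein ratio of RBX1 was 2.75 against a log2 fold change of -1.45 in RNA, and that of TOP2A was 1.47 against -1.08; these genes were chosen after their values were seen. No explanation was tested.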
